A study of Saccharomyces cerevisiae with 18 samples.

How the data were processed

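PolyA-selected RNA from 18 cultures of budding yeast (Saccharomyces cerevisiae) was sequenced with strand-specific mRNA libraries, 3 replicates in each of 6 groups. A heterozygous diploid, called the hybrid here, carries a YJM975 and an RM11 genome and was grown in SD-CSM medium. A homozygous YJM975 strain and a homozygous RM11 strain were grown in minimal glucose medium. Per the labels, each was grown without radicicol or with 10 µM radicicol, an inhibitor of the chaperone Hsp90.

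For the homozygous strains the deposited table gives TPM, the length-normalised share of transcripts in each library, per gene in 12 libraries. The program, annotation and genome build behind the TPM values are not stated, so no coordinates are given for genes read from this table, except that the rDNA rows were chosen by their R64 gene names. The table has 6692 rows, of which 92 are ERCC spike-in transcripts (synthetic RNA added in known amounts) and 6600 are yeast genes. The lowest TPM listed was 1.0001 and other entries are blank. Of the gene rows, 6016 had a TPM in all 12 libraries, 331 were blank in some and 253 were blank in all. A blank can also stand for a failed estimate, since 11 gene rows were blank in some libraries and above 20 TPM in another. A blank was read as 0. A total of 39 gene rows held the same 12 values as another row. Read totals of these 12 libraries are unknown, so no counting interval is given for a TPM.

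For the hybrid the authors deposited read counts of the reference and the alternative base at variant sites, with codes that give the base of each parent. The aligner and the filters are not stated. The reference base equalled the R64 genome sequence at all 12054 records, so positions are R64. Single-base sites inside a single named gene that differ between the parents were used, 8541 sites, of which 7527 had counts. These held 99.14% of all allele counts. Of the sites left out, 724 records had the same code for both parents and 56 sites were named for a pair of features. Wherever a site had counts in a sample, each allele had at least 6, and otherwise both alleles were listed at 0, which was so for 16.84% of site and sample entries. A listed 0 is therefore a filtered value, and strong imbalance at low depth is hidden. Sites of a gene were summed per allele. A read that covers several sites is counted at each, so summed counts exceed the number of reads.

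Total allele counts over all sites were 3136422 to 3234074 per hybrid sample, and tested genes had a median of 2 sites and 320 counts per sample. Counting error alone understates the noise: the chi-square per degree of freedom between replicates of a group was 2.38 to 4.07. Hybrid totals describe genes with a variant site only.

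Expression in the homozygous strains was compared on log2(TPM + 1) for genes with a mean TPM of at least 1, 6203 genes, with limma 3.58.1 (a term for each of 4 groups, eBayes with trend) in R 4.3.3. The radicicol response in each strain, the strain difference at each treatment and the interaction were taken from this 1 fit and share its residual spread, with 8 degrees of freedom before moderation. In the hybrid, genes with at least 20 counts in every sample, 3170 genes, were tested with edgeR 4.0.16: the quasi-likelihood test with TMM on the summed counts of both alleles for the radicicol response, and on the counts of each allele, with sample as a block, for allelic ratios and their change. P-values were adjusted by Benjamini-Hochberg within each of the 9 comparisons, and a gene was called at an adjusted p under 0.05. No batch is given in the labels. Replicate numbers were not taken as pairs.

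A list of 18 chaperone genes regulated by Hsf1 and a list of 16 stress genes regulated by Msn2/4, the general stress factors, were written from general knowledge. They were tested with camera (inter-gene correlation 0.01) and fry, adjusted over 6 list tests. Groups, comparisons, lists, most alternatives and the rule for naming genes were fixed before the data were examined. The rule names HSP82, HSC82, SSA1, HSP104, SIS1, STI1, HSP12 and CTT1 in the radicicol comparisons, URA3, LEU2 and HO between strains, and per comparison the 3 largest rises and 3 largest falls among called genes with a mean of at least 10 TPM, or 100 counts in the hybrid, and replicates that did not overlap. For allelic ratios it asked for the same direction in every replicate, and for the interaction no overlap rule was used.

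Alternatives were another pseudocount, other filters, centring each library on its median, eBayes without trend, separate fits, a replicate block, leaving out each replicate, DESeq2 1.42.0, limma on allelic log2 ratios, library sizes without TMM, and a single site per gene. After the data were seen, these were added: removal of the rDNA rows, genes with a TPM in all libraries, blanks set to 1, a term for the spike-in set in common and within each strain, fry on centred libraries, scaling to 4 spike-ins, removal of gene length and GC trends, sites with counts in all 6 hybrid samples, and the median site of each gene. The fits of the radicicol responses, the interaction, the allelic ratios and their change were tested on simulated data, with 200 changed genes in most. Of the list tests, only camera in YJM975 was tested in this way, with the Hsf1 list raised and the Msn2/4 list left alone. Its values are not given here. The strain differences, the other list tests and the rDNA, spike-in and site alternatives were not tested on simulated data. The limma fit recovered 100% of the changed genes in YJM975, with 15 false calls among 215, and 98.5% in the interaction. Their median log2 change was 2.00 in each. The edgeR tests recovered 100% in the hybrid response, with 17 false calls among 217, and 100% in the change of allelic ratio, at a median log2 change of 1.0 in each. In the real data the median absolute log2 change of all genes was 0.53 in YJM975, 0.37 in the interaction and 0.292 in the hybrid response. The recoveries do not speak for changes of that size. The simulated TPM libraries had independent noise per gene and no shift common to all genes. In the allelic simulations, unchanged genes had an even ratio, and neither single sites nor the floor of counts was simulated. The few false calls therefore do not speak for errors from such shifts, from disagreeing sites or from the floor. With no gene changed, the simulated RM11 response gave no call, and the allelic imbalance without radicicol gave 1 false call among 3170 genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables, exact tests and figures.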

Results

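mRNA levels were measured in 18 yeast cultures that fall into 6 groups of 3: the homozygous strains YJM975 and RM11 and the hybrid of both, each without radicicol and with 10 µM radicicol. The question, per the series description, was how Hsp90 activity affects mRNA regulation, and both genotypes and the hybrid let this be asked of strain differences and of allelic ratios. TPM values were available for the homozygous strains, where read totals are unknown, and allele counts for the hybrid, with 3136422 to 3234074 counts per sample over all sites. The spread between replicates is given as SD with n = 3 throughout. For limma, SE is that of the fitted log2 change. For edgeR it is the absolute log2 change divided by the square root of the quasi-likelihood F statistic, and so only an approximate SE.

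TPM is a share of a total, and a few rows took much of it. A set of 6 rows of the rDNA locus on chromosome XII (YLR154W-A, YLR154W-B, TAR1, YLR154W-E, YLR154W-F and YLR154C-G, by their R64 names) held 5.49% ± 5.60 (SD, n = 3) of the TPM in YJM975 without radicicol and 23.2% ± 11.6 with it. In RM11 the share was 1.35% ± 0.386 without radicicol and 5.36% ± 2.62 with it. The share was higher in all 3 radicicol libraries than in all 3 others in each strain. A two-sided exact permutation test gave p = 0.1 in each strain, the smallest p that 3 against 3 can give. The median TPM of all gene rows was 27.6 ± 2.47 and 18.9 ± 3.14 in YJM975 without and with radicicol, and 29.3 ± 1.31 and 25.2 ± 0.567 in RM11.

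**Figure D1:**
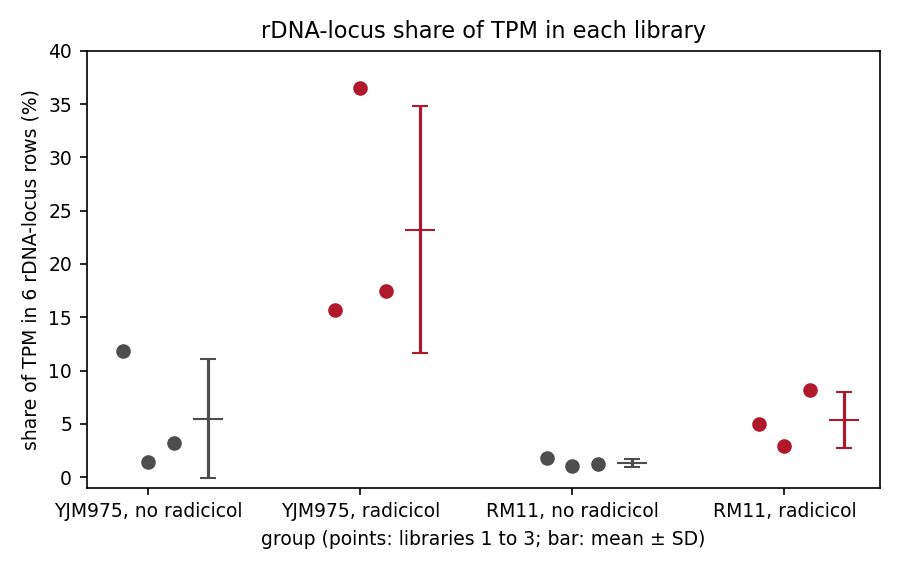
Share of TPM (percent) in 6 rows of the rDNA locus in each homozygous library, by group; points are libraries and bars the mean ± SD. The share reached 36.54% in replicate 2 of YJM975 with radicicol and was 11.88% in replicate 1 without it.

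The first comparison asked which genes respond to Hsp90 inhibition in YJM975. With limma and Benjamini-Hochberg adjustment, 3985 of 6203 genes were called, 162 higher and 3823 lower with radicicol. The median log2 change of all genes was -0.515, so most of the lower calls lie near a shift common to the whole table. With each library centred on its median, 2371 genes were called, 1175 higher and 1196 lower, and 1359 genes were called in both fits. Removal of the rDNA rows and rescaling left a median of -0.229 with 553 genes higher and 2494 lower. The alternative that moved the count most was scaling to 4 spike-ins, which left 163 genes, 65 of them higher. Relative to the median of all genes, 933 of the 3985 called genes were higher.

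Among genes that met the naming rule, VEL1 (YGL258W) fell from 152 ± 15.1 TPM to 1.64 ± 0.507, a log2 change of -5.87 (SE 0.255, limma adjusted p 9.29e-11), or -5.35 relative to all genes. YOR387C, a near-identical paralog of VEL1 whose reads may not be separable from it, changed by -5.65 (limma adjusted p 6.49e-10) and ZPS1 (YOL154W) by -5.28 (limma adjusted p 9.29e-11). The largest rises were rows of the rDNA region. YLR154C-H, whose 12 values were identical to those of YLR156C-A, YLR157C-C and YLR159C-A, rose from 3.04 ± 1.85 to 26.02 ± 7.92 TPM (log2 change 2.79, SE 0.332, limma adjusted p 1.08e-05). YLR154C-G rose by 2.70 and YLR154W-B by 2.48, and both had a wide spread, with 19390 ± 20190 TPM for YLR154C-G without radicicol.

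The same comparison in RM11 gave 66 called genes with limma and Benjamini-Hochberg adjustment, 21 higher and 45 lower, and 1103 genes at an unadjusted p under 0.05. The median of all genes was -0.178. Centring gave 139 genes, 96 higher and 43 lower, and rDNA removal gave 329, 63 of them higher. Without replicate 3 of RM11 with radicicol 15 genes were called. MAL32 (YBR299W), one of a pair of near-identical maltase genes, fell from 84.7 ± 39.5 to 9.28 ± 0.490 TPM (log2 change -2.97, SE 0.249, limma adjusted p 7.26e-06). YDR545C-A (-2.29) and YGR204C-A (-1.30) each had a limma adjusted p of 0.0485, and neither was called with each library centred (limma adjusted p 0.115 and 0.126) or without replicate 3 with radicicol (limma adjusted p 0.258 and 0.16). Several other single libraries also removed those calls. The largest rises were YLR154C-H (2.43), YDL218W from 7.95 ± 3.02 to 26.5 ± 5.19 TPM (log2 change 1.67, limma adjusted p 0.000806) and PDC6 (YGR087C) from 103.5 ± 45.5 to 287 ± 55.3 TPM (log2 change 1.57, limma adjusted p 0.0134). PDC6 was not called without replicate 3 of RM11 with radicicol (limma adjusted p 0.0839).

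Across 6203 genes, which are not independent replicates, the log2 changes in YJM975 and RM11 had a Pearson r of 0.337 and a Spearman rho of 0.247. Of 45 genes called in both strains, 41 changed in the same direction. This r moved most with the spike-in set as a term, to 0.409, among the fits that kept every library. It was 0.239 without replicate 2 of RM11 without radicicol, where 20 genes were called in both strains, and 0.241 without replicate 2 of RM11 with radicicol. The number called in both strains was 212 with the rDNA rows removed and 80 with the spike-in set as a term. It was 15 with scaling to 4 spike-ins and 13 without replicate 3 of RM11 with radicicol. The share in the same direction was 92.45%, 95%, 86.67% and 84.62% in these fits.

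The strain comparison without radicicol called 894 genes with limma and Benjamini-Hochberg adjustment, 623 higher and 271 lower in RM11. Centring gave 1845 genes, 1000 of them higher, and removal of the rDNA rows 1727, 904 of them higher. Left-out libraries gave 536 genes without replicate 1 of YJM975 and 562 without replicate 2 of RM11. With radicicol 3197 genes were called, 2839 higher and 358 lower in RM11, with a median of 0.374. Centring gave 3331, 1673 higher and 1658 lower, and 2031 genes were called in both of these fits. Removal of the rDNA rows gave 2015 higher and 1251 lower. The strain differences at both treatments had r 0.723 across genes, with 694 of 722 genes called in both in the same direction.

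Rows that were blank in 1 strain headed the strain differences, so no fold is given for them. HXT7 (YDR342C) had 344 ± 80.4 TPM in RM11 without radicicol and was listed blank in all 6 YJM975 libraries, while its near-identical paralog HXT6 had 1031 ± 161 TPM in YJM975 and 368 ± 157 in RM11. YHR052W-A, with values identical to YHR054W-A, rows beside the CUP1 genes, had 1704 ± 445 TPM in YJM975 and was blank in all 6 RM11 libraries, as was YEL077W-A with 28.1 ± 3.96 TPM in YJM975. MAL32 (log2 difference 4.95, limma adjusted p 3.18e-10) and SPS100 (YHR139C, 3.98, limma adjusted p 3.92e-06) were higher in RM11 without radicicol. VPS63 (YLR261C), blank in replicates 2 and 3 of RM11, was listed lower (limma adjusted p 0.026) and was not called after centring (limma adjusted p 0.0529) or when any of 4 single libraries was left out, among them replicate 2 of RM11 (limma adjusted p 0.105). With radicicol, SPS100 (5.26), HXT5 (YHR096C, 4.12) and FLO11 (YIR019C, -4.50) were also among the largest differences. FLO11 had 94.8 ± 13.9 TPM in YJM975 and 3.22 ± 0.258 in RM11. Of the marker genes, URA3 was blank in every library and HO was below the filter. LEU2 (YCL018W) had 160 ± 6.68 TPM in YJM975 and 204.3 ± 8.36 in RM11 (log2 difference 0.35, limma adjusted p 0.114), and was called after centring at 0.30 (limma adjusted p 0.0312).

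The interaction asked whether the response to radicicol differs between the genotypes. With limma and Benjamini-Hochberg adjustment, 912 genes were called, 857 with a higher change in RM11 and 55 with a lower. The median of all genes was 0.333. Centring gave 881 genes, 500 higher and 381 lower, of which 547 were among the 912, and removal of the rDNA rows gave 719 higher and 231 lower. Without replicate 3 of YJM975 without radicicol 402 genes were called, and without replicate 1 of that group 1233. Without replicate 2 of YJM975 with radicicol, the library with an rDNA share of 36.54%, the median of all genes was 0.182, with 636 genes higher and 98 lower. It was 0.294 to 0.419 when any other single library was left out. VEL1 (log2 difference of changes 5.25, SE 0.360, limma adjusted p 3.14e-07), YOR387C (4.59) and ZPS1 (4.12) differed most in the positive direction, with falls in YJM975 well beyond those in RM11, where VEL1 had 56.1 ± 14.2 and 37.6 ± 14.7 TPM. MAL32 differed by -3.83 (limma adjusted p 4.87e-06) and HUG1 (YML058W-A) by -2.17 (limma adjusted p 0.00656), with 70.1 ± 5.13 and 278 ± 107 TPM in YJM975. YDR545C-A (-2.66, limma adjusted p 0.0273) was not called when any of 4 single libraries was left out, among them replicate 2 of YJM975 with radicicol (limma adjusted p 0.0741).

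The list of 18 Hsf1 chaperone genes asked whether Hsp90 inhibition raised the targets of Hsf1. In YJM975 the list's median log2 change was -0.50, or 0.015 relative to all genes (camera with Benjamini-Hochberg, adjusted p 0.515), with 8 genes called over all genes tested, all 8 lower before centring, and 8 adjusted over the list alone. The relative value was -0.165 without replicate 3 of YJM975 without radicicol (camera adjusted p 0.468) and 0.264 without replicate 2 of that group (camera adjusted p 0.0561). In RM11 the median was -0.53, or -0.352 relative to all genes, and no gene of the 18 lay above the median of all genes (camera adjusted p 4.45e-07). There, 1 gene was called over all genes and 13 adjusted over the list alone. The 16 Msn2/4 genes had medians relative to all genes of -0.146 in YJM975 (camera adjusted p 0.37, 10 genes called and 10 adjusted over the list alone) and -0.149 in RM11 (camera adjusted p 0.0675, 0 genes called, 7 at an unadjusted p under 0.05 and 6 adjusted over the list alone). Without replicate 3 of RM11 without radicicol the latter list's camera adjusted p was 3.9e-05, and without replicate 2 of RM11 with radicicol it was 0.0144. Fry tests a list against 0, so in these strains it also responds to the shift of all genes. It called the Hsf1 list in RM11 (adjusted p 0.0358) but not with each library centred (adjusted p 0.117). The hybrid Msn2/4 call given below held under fry (adjusted p 6.38e-05). The camera values here and in the hybrid assume a correlation of 0.01 between genes of a list. For the Hsf1 list in the interaction the estimated correlation was 0.749, and the camera p rose from 5.15e-05 to 0.27 with it. No such estimate is given for the other camera tests, so their p-values may be too small.

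Single members of the lists in YJM975 depended on the scaling. HSP82 (YPL240C) had 170 ± 76.0 and 90.6 ± 15.7 TPM (log2 change -0.83, or -0.31 relative to all genes, limma adjusted p 0.0114) and was not called after centring (limma adjusted p 0.384) or without replicate 2 of YJM975 without radicicol (limma adjusted p 0.0787). HSC82 (YMR186W), its near-identical paralog, changed by -0.08, or 0.43 relative to all genes, and after centring it was called higher (0.43, limma adjusted p 0.0089). Without replicate 2 of YJM975 without radicicol its change was 0.04. HSP104 (YLL026W) changed by -1.29, or -0.77 relative to all genes (limma adjusted p 0.000491), and was not called with scaling to 4 spike-ins (-0.84, limma adjusted p 0.405) or without length and GC trends (-0.66, limma adjusted p 0.0586). SSA1 (YAL005C), near-identical to SSA2, changed by -0.79, STI1 (YOR027W) by -0.61, HSP12 (YFL014W) by -1.14 and CTT1 (YGR088W) by -1.11, each called before centring and not after it. STI1 was not called without replicate 2 of either YJM975 group (limma adjusted p 0.11 and 0.0661). SIS1 (YNL007C) changed by -0.39 and, among the settings tried, was called only without replicate 3 of YJM975 without radicicol (-0.59, limma adjusted p 0.0282) or with the spike-in set as a term (limma adjusted p 0.041). In RM11 these 8 genes changed by -0.75 (HSP82) to -0.26 (CTT1), and the lowest limma adjusted p among them was 0.0552 (HSC82), which was called after centring (-0.54, limma adjusted p 0.0274).

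In the hybrid, the deposited mean columns of the allele table name the treatments the other way round from the sample labels. The mean columns named for no radicicol equalled the means of the libraries labelled radicicol at 99.86% of sites with counts, and those of their own name at 0.81% and 0.97% for the alleles of RM11 and YJM975. Directions below follow the sample labels. If the column names were right, the radicicol response of the hybrid and the change of its allelic ratio would be opposite, while the allelic ratios would keep their direction and exchange treatments. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1841 of 3170 genes were called, 922 higher and 919 lower in the libraries labelled radicicol. DESeq2 moved this count most among fits that kept every library and the same genes, to 1639. The largest rises in the libraries labelled radicicol were FET4 (YMR319C, R64 chromosome XIII, 912880 to 914538), from 10.2 ± 2.17 to 78.7 ± 16.4 CPM (summed counts of both alleles scaled to the library total) (log2 change 2.94, SE 0.184, edgeR adjusted p 1.41e-11), EEB1 (YPL095C, chromosome XVI, 368071 to 369441; 2.85) and HSP30 (YCR021C, chromosome III, 156109 to 157107; 2.44). The largest falls were PDC5 (YLR134W, chromosome XII, 410723 to 412414), from 420 ± 20.9 to 53.2 ± 9.06 CPM (log2 change -2.98, SE 0.090, edgeR adjusted p 1.23e-16), SAM1 (YLR180W, chromosome XII, 515262 to 516410; -2.38) and CAR1 (YPL111W, chromosome XVI, 339944 to 340945; -2.20). PDC5 and SAM1 have close paralogs, PDC1 and SAM2, and each of EEB1, HSP30, PDC5, SAM1 and CAR1 was measured at 1 site.

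Of the Hsf1 list 7 genes had enough counts in the hybrid, with a median log2 change of 0.16 in the libraries labelled radicicol (camera adjusted p 0.0675, 5 called, 4 of them higher, and 5 adjusted over the list alone). Of the Msn2/4 list 12 genes had a median of 0.44 (camera adjusted p 4.45e-07), with 11 called, all 11 higher in libraries labelled radicicol, and 11 adjusted over the list alone. SSA1 changed by 0.69 (edgeR adjusted p 4.65e-10), HSP12 by 0.33 (edgeR adjusted p 1.17e-05), STI1 by 0.16 (edgeR adjusted p 0.00789, not called by library sizes without TMM, 0.0549) and SIS1 by 0.05 (edgeR adjusted p 0.523). Across 3139 genes the hybrid response had r -0.472 and rho -0.46 with the response in YJM975, and of 1219 genes called in both 423 changed in the same direction. With RM11 it had r -0.047.

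**Figure D2:**
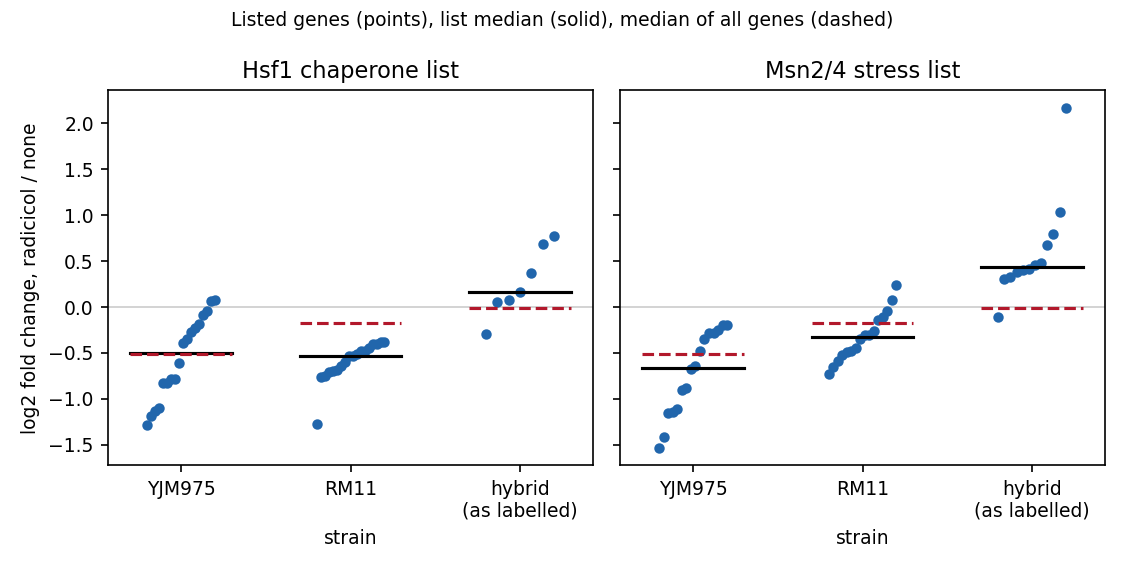
Log2 change with radicicol (y axis) of each gene of the Hsf1 and Msn2/4 lists (points) in YJM975, RM11 and the hybrid as labelled, with the list's median (solid) and the median of all genes (dashed). In RM11 the Hsf1 genes lie below the dashed line at -0.178, and in the hybrid 11 of 12 Msn2/4 genes lie above it; the directions in the hybrid rest on the sample labels.

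Allelic ratios in the hybrid compare both parents' alleles in the same cells. Without radicicol, by the labels, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 797 of 3170 genes, 422 with more RM11 counts and 375 with more YJM975 counts. In the libraries labelled radicicol it called 829, 449 and 380. DESeq2 moved these counts most, to 398 and 417. Of the calls, 72 and 74 were over 2-fold, and the median absolute log2 ratio of all genes was 0.148 and 0.16. At the sites used, the reference base held 52.14% to 52.78% of the counts per sample. No correction for this excess was made, so small ratios may partly reflect which parent carries the reference base. The ratios at both treatments had r 0.789 across genes, and 548 of 551 genes called in both had the same direction. RPS24B (YIL069C, R64 chromosome IX, 231553 to 232369; 2 sites) had 96.6% ± 0.289 RM11 counts without radicicol (log2 ratio 4.81, SE 0.183, edgeR adjusted p 1.02e-32), COS7 (YDL248W, a member of a repeated subtelomeric family) 92.9% ± 3.49 and LSB1 (YGR136W) 92.7% ± 0.209. DOG2 (YHR043C, near-identical to DOG1) had 4.79% ± 0.445 (log2 ratio -4.31, edgeR adjusted p 1.86e-43), ADH2 (YMR303C, a close paralog of ADH1) 8.61% ± 0.470 and SAM3 (YPL274W) 10.5% ± 0.703. In the libraries labelled radicicol the most uneven genes were HXT1 (YHR094C, of the hexose transporter family, 97.5% ± 0.326 RM11 counts), the small nucleolar RNA snR59 (96.6% ± 1.89), SSA2 (YLL024C, near-identical to SSA1, 95.0% ± 0.339), DOG2 (6.34% ± 1.07), SAM3 (8.24% ± 0.570) and NMA111 (YNL123W, 11.2% ± 2.53, 1 site). For ADH2, HXT1 and SSA2 single sites disagreed, as given below. RPS24B had YJM975 counts of only 12, 11 and 9 without radicicol. The YJM975 counts of snR59 (5 sites) were 7, 24 and 16 in the libraries labelled radicicol. These lie near the floor of 6 counts per allele and site. A count of 11, 9 or 7 can come from 1 site only, so these ratios do not rest on all sites of the gene in every replicate.

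The strain difference between the homozygous strains and the allelic ratio in the hybrid, both without radicicol by the labels, had r 0.18 and rho 0.129 across 3139 genes. Of 167 genes called in both, 122 (73.0%) had the same direction. The media differ between these cultures. With radicicol r was 0.119, and of 471 genes called in both 278 (59.02%) had the same direction.

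The change of the allelic ratio with radicicol was called for 39 of 3170 genes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 23 toward RM11 and 16 toward YJM975 in the libraries labelled radicicol, and 270 genes had an unadjusted p under 0.05. DESeq2 called 10. Taking the median site of each gene called 9, of which 7 were among the 39. ADH2 (chromosome XIII, 873291 to 874337; 26 sites) had the largest change, 6.46 (SE 0.040, edgeR adjusted p 2.87e-78). Of its sites, 11 were listed at 0 in all libraries labelled no radicicol and at least 100 counts in all others, and at its 8 sites with counts in all 6 samples the change was 0.49 (edgeR adjusted p 1.12e-06). That value sums sites whose ratios moved in opposite directions. At the median of its sites the change was 0.75 and not called (limma adjusted p 0.133). HXT1 (chromosome VIII, 290913 to 292625) changed by 2.58 (SE 0.186, edgeR adjusted p 1.92e-17) and SSA2 (chromosome XII, 95566 to 97485) by 1.65 (SE 0.046, edgeR adjusted p 1.68e-39), in both from sites at 1 part of the gene only, since the HXT1 site at 292640, annotated UTR, had log2 ratios of 0.07 and -0.47 and the SSA2 site at 95610 had -0.41 and -1.10. The largest changes toward YJM975 were RPS24B (-1.33, edgeR adjusted p 0.0145), JLP1 (YLL057C, chromosome XII, 25756 to 26994; -0.74, edgeR adjusted p 0.0145) and SUL1 (YBR294W, chromosome II, 789235 to 791814; -0.70, edgeR adjusted p 0.00953). None of RPS24B, JLP1 and SUL1 was called with 1 site per gene (edgeR adjusted p 0.134, 0.645 and 0.736). Each was not called without replicate 2 of the hybrid without radicicol (edgeR adjusted p 0.0584, 0.0615 and 0.169), among other single libraries. At the median site RPS24B was called, and JLP1 and SUL1 were not (limma adjusted p 0.584 and 0.5). RPS24B was not called at sites with counts in all 6 samples (-1.06, edgeR adjusted p 0.129).

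**Figure D3:**
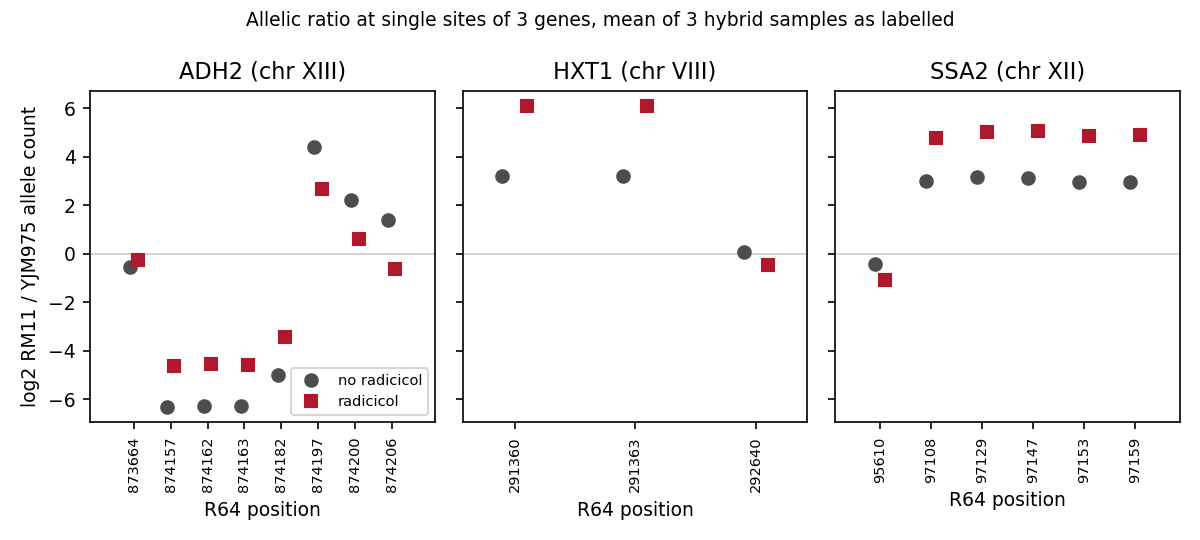
Log2 ratio of RM11 to YJM975 allele counts (y axis, mean of 3 samples as labelled) at each R64 position (x axis) of ADH2, HXT1 and SSA2 with counts in all 6 samples; circles, labelled no radicicol; squares, labelled radicicol. Within each gene the sites disagree, from -6.33 to 4.42 in ADH2 without radicicol.

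The change of the allelic ratio and the strain by radicicol interaction had r -0.086 across 3139 genes, and of 11 genes called in both 3 had the same direction. The authors' table carries flags for allele-specific expression on 2289 sites in 561 genes in the column named for no radicicol and on 2181 sites in 524 genes in the other. Of 455 tested genes with the first flag, 330 (72.5%) were called in the libraries labelled no radicicol and 356 (78.2%) in those labelled radicicol.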

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

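The tests of rDNA, spike-in set, length and GC and blanks for the interaction count, the splits with additive effects removed, and the spike-in tests were chosen after the results were seen. The other tests for the Hsf1 list, except fry on centred libraries, were written before their outcome was known.

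The responses of YJM975 and RM11 to radicicol differed for 912 genes by limma's interaction term with Benjamini-Hochberg adjustment, which is a difference between groups under the same treatment. Removal of the rDNA rows gave 950 genes, 721 of them among the 912, and genes with a TPM in all libraries gave 954, with 884 shared. The spike-in sets hold the same replicates in both strains, so a common term for the set could not move the estimates of the interaction and changed only their spread, with 1245 genes called. With a term for the set within each strain, which could move them, 1663 genes were called, 899 of them shared. These values argue against rDNA rows, blanks or the spike-in set as the whole source. Removal of length and GC trends, which also centres each library, gave 857 genes but only 471 shared, so such trends or the centring may account for the calls not shared. Their direction is another matter. The share of calls higher in RM11 was 93.97% as designed, and 75.68% without the rDNA rows, so the rDNA rows may account for part of the direction but not for all of it. After centring it was 56.8%, which decides nothing, since centring evens out the directions by construction. Scaling to 4 spike-ins left 55 genes, 45 of them higher, with a median of all genes of 0.384 in the interaction, -0.093 in YJM975 and 0.297 in RM11. Which strain's libraries carry the shift therefore depends on the scaling, and the cause was not tested. Of 100 random splits of strain labels within treatments, 10 gave at least as many genes, and these splits carry the strain difference itself, up to 2931 genes. With strain and radicicol effects taken out first, 1 of 100 gave as many, the real one, and the largest of the others gave 212. A genotype difference in the response stays open, as does a difference between cultures, for the 3 cultures of a group share whatever differed between groups.

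The Hsf1 chaperone list also differed between the strains: its median in the interaction was -0.077 where all genes had 0.333, a lower change in RM11 relative to other genes (camera p 5.15e-05, Benjamini-Hochberg adjusted p 0.000103 over the lists tested). Relative to all genes it stood at -0.409 as designed, -0.431 without the rDNA rows, -0.246 with the spike-in set within each strain as terms and -0.386 without length and GC trends, with camera p of 0.000387, 0.000137 and 0.000662 after these corrections, so none of them alone removed it. It did not hold against the correlation among chaperone genes: with the estimated correlation of 0.749 the p was 0.27, fry on centred libraries gave 0.188, and 38 of 100 splits of the libraries gave as small a camera p. It was from -0.59 without replicate 2 of YJM975 without radicicol to -0.124 without replicate 3 of that group, with camera p up to 0.0132. A shared swing of these genes between single libraries may therefore give such a difference, and a strain difference in the Hsf1 response is not shown. The Msn2/4 list had a camera p of 0.659.

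Of 92 spike-in rows, which no comparison uses, 45 had a TPM in some library, a signal outside the main measurement. The 30 rows with a TPM in all 12 libraries separated the libraries into sets of 6. Between the sets, 6 rows differed by 3.72-fold to 4.004-fold and 24 rows by 0.4525-fold to 1.047-fold, with 0 rows between 1.5-fold and 3-fold. The set with the higher ratios holds replicates 1 and 3 of both groups without radicicol and replicate 2 of both with it. These steps are consistent with a pair of spike-in mixes used in turn. Library size alone would move all rows together, and the highest over the lowest fold was 8.85. No biological explanation was tested. The sets divide each group 2 to 1, too few for values within a set, so the fits with the set as a term are given under the processing.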

How the results depend on the processing

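The rDNA, blank, spike-in, length and GC, centred fry, all-sample-site and median-site alternatives were chosen after seeing the data. Of 146 values of the main results with every replicate kept, 115 held, 26 moved, 3 passed the threshold anew, 1 no longer passed it and 1 reversed. For counts of called genes, held refers to the number alone, not to which genes or which direction. The centred strain difference with radicicol was counted as held at 3331 genes. Of these 2031 were shared, and 50.23% were higher in RM11 against 88.8% as designed. The interaction at 1245 against 912 also counted as held, while a correlation of 0.173 against 0.18 counted as moved.

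Centring each library moved the count to 2371 (YJM975), 139 (RM11) and 1845 (strains without radicicol). Removal of length and GC trends, which also centres, gave 2177, 226 and 1999 (1040, 136 and 990 higher). Scaling to 4 spike-ins gave 163 (YJM975, 65 higher), 27 (RM11, 25 higher), 272 and 455 (strains without and with radicicol, 49 and 242 higher) and 55 (interaction, 45 higher). Under it the median of all genes was 0.297 in RM11 against -0.178 as designed. Spike-in factors varied within groups, which adds noise to every gene. Removal of the rDNA rows gave 329 in RM11 and 1727 between strains without radicicol. In RM11 a separate fit gave 31, with fewer degrees of freedom, and the spike-in set as a term 102. With terms for the set within each strain, the interaction gave 1663. DESeq2 gave 398 and 417 genes with allelic imbalance and 10 with a changed ratio; 1 site per gene gave 25, of which 15 were among the 39, and the median site 9, of which 7 were. Except where a construction is named, the cause was not tested.

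Across the fits that each left out 1 replicate, counts were 3187 to 4167 (YJM975), 15 (without replicate 3 with radicicol) to 56 (RM11), 536 (without YJM975 replicate 1) to 871 and 2641 to 3309 (strains without and with radicicol), 402 to 1233 (interaction, without replicates 3 and 1 of YJM975 without radicicol), 1667 to 1778 (hybrid), 600 to 637 and 621 to 659 (imbalance) and 28 to 46 (changed ratio). Each has fewer samples.

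The Hsf1 list in YJM975 stood at 0.015 relative to all genes and reversed with the spike-in set as a term (median -0.596, relative -0.037, camera adjusted p 0.899). Left-out replicates gave medians of -0.645 to -0.215, with reversals relative to all genes without YJM975 replicate 1 (-0.626) or 3 (-0.645) without radicicol and replicate 2 with it (-0.443), camera adjusted p 0.0561 to 0.931. Fry, which tests against 0, passed the threshold for Hsf1 in the hybrid (0.163, adjusted p 0.000711) and for Msn2/4 in YJM975 (-0.66, adjusted p 0.0096), the latter from the shift of all genes, since on centred libraries its adjusted p was 0.457. Hsf1 in RM11 no longer passed with fry on centred libraries (-0.358, adjusted p 0.117). Msn2/4 in RM11 was -0.532 to -0.237 across left-out replicates (camera adjusted p 3.9e-05 to 0.65) and passed with the replicate block (-0.327, camera adjusted p 0.0477). Its median was 0.18 after spike-in scaling, still below all genes. The correlation of the responses was 0.289 with a pseudocount of 0.1, 0.409 with the spike-in set as a term and 0.239 to 0.38 across left-out replicates. The parental difference against the allelic ratio gave 0.205 at 100 counts or more, 0.173 with a pseudocount of 0.1, 0.119 with radicicol and 0.17 to 0.183 across left-out replicates.

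Replicates of the same number shared no pattern: deviations from group means correlated at -0.211 to 0.239 in the homozygous strains and at -0.002 to 0.11 in the hybrid. A replicate block gave 3692, 56, 761, 2901 and 624 genes for the homozygous comparisons, 1911 for the hybrid and 37 for the changed ratio.

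Of 75 results for single genes, 24 changed under some setting, with 79 weaker, 12 stronger and 15 reversed values. Centring, rDNA removal and spike-in scaling shift the genes of a library together, and removal of length and GC trends also centres. A reversed sign under these settings therefore reflects the scaling and does not measure how stable the single gene is. As designed, HSC82 in YJM975 changed by -0.084, or 0.431 relative to all genes. HSC82 in YJM975 reversed to 0.427 (centred), 0.044 (without replicate 2 without radicicol), 0.069 (without replicate 2 with radicicol), 0.223 (rDNA removed), 0.365 (spike-ins) and 0.461 (length and GC), and was -0.198 to 0.069 across left-out replicates. SIS1 there went to 0.117, 0.053 and 0.19 (centred, spike-ins, length and GC) and STI1 to 0.025 (length and GC). Spike-in scaling reversed SSA1 (0.127), SIS1 (0.102), HSP12 (0.161) and CTT1 (0.247) in RM11 and LEU2 between strains (-0.223).

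Depth limits the hybrid results: 3170 of 3696 genes with a site had 20 counts in every sample, and an allele under 6 counts is listed at 0.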

Other observations

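The tests of ADH2, of sites with counts in all samples, of mitochondrial TPM, of rDNA by spike-in set and of the hybrid labels were chosen after the results were seen.

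The counts of called genes were compared with other splits of the same samples. For the radicicol responses in YJM975, RM11 and the hybrid, for the strain difference at each treatment, and for the change of allelic ratio, 1 of the 10 splits of the 6 samples, the real one, gave as many genes, and no other split gave more than 1 gene. For the allelic imbalance at each treatment it was 1 of 4 assignments of alleles. Designs of this size cannot give a share under 0.05, so these shares decide nothing, and a random division of the cultures cannot be told apart from the groups by this test alone.

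The rDNA-locus share of TPM was higher with radicicol in both strains, by 2.51 (YJM975) and 1.91 (RM11) on the log2 scale. These rows lie in or beside transcripts without poly(A) tails. Within groups, libraries with a larger share also had more TPM in 6 mitochondrial mRNA rows: Pearson r was 0.783 over 12 libraries (permutation p 0.003086) and Spearman rho 0.818 (permutation p 0.006944), each over all 1296 orders within groups, and r was 0.808 without the 2 libraries farthest from the median share. Only these 6 of 28 mitochondrial rows had a TPM. Their sum was 0 to 15.74 TPM per library, near the lowest TPM listed, and 0 in replicate 2 of both RM11 groups. The correlation therefore rests on low values and partly on blanks. Mitochondrial mRNAs carry no long poly(A) tails in yeast, so carry-over of such RNA is a candidate explanation for the spread between libraries. With the spike-in set as a term the difference with radicicol was 2.74 in YJM975 and 2.127 in RM11 (SE 0.771 for each), and within each set of each strain every radicicol library was above every other, so the set is not the source of the difference. The set with the higher spike-in ratio had the higher rDNA share in 3 of 4 groups, so it stays open as a source of the spread within groups. A change in rDNA transcription with radicicol stays open and was not tested.

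Of 39 genes with a changed allelic ratio, 35 stayed called at sites with counts in all 6 samples, which argues against the floor of 6 counts per allele as the source of most calls. For ADH2 the floor may be the main source of the 6.46, since the change dropped to 0.493 at those sites, though it stayed called (edgeR adjusted p 1.12e-06). The 0.493 sums sites that moved in opposite directions. The log2 ratio went from -5.019 to -3.427 at 874182 and from 4.422 to 2.669 at 874197. It is therefore no change common to the sites of ADH2, and the floor does not account for this disagreement. RPS24B, the largest named change toward YJM975, was not called at those sites (-1.06, edgeR adjusted p 0.129), so the floor stays open for it. Reads shared between paralogs are a candidate explanation for part of the calls that these data leave open. Among called genes with several sites, 10 of 31 (32.26%) had sites whose changes lay more than 1 apart on the log2 scale, against 64 of 1489 other genes (4.30%). The called genes were chosen for a large change and some have many sites, either of which makes a wide range more common, so this comparison does not decide it. These 10 were SUL1, YAP6, YER187W, HXT1, COS9, YKR015C, SSA2, ADH2, SAM4 and SAM3, named after their values were seen. A cis difference in the response to Hsp90 inhibition stays open for the called genes. For ADH2 the sites moved in opposite directions, so these counts do not show such a difference there.

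The hybrid response was opposite to that of YJM975 across genes (Pearson r -0.472), and near 0 against RM11 (r -0.047). The mean columns in the authors' table name the treatments opposite to the sample labels. An exchange of the hybrid's sample labels would give both. The Msn2/4 list does not decide this. In the hybrid, 11 of its 12 tested genes were higher in the libraries labelled radicicol. In YJM975 and RM11 the list's medians relative to all genes were -0.146 and -0.149, so these data do not show that radicicol raises it. HSP26 had a log2 change of 2.17 in the hybrid, -1.54 in YJM975 and 0.08 in RM11, so this gene too was opposite to YJM975. The hybrid also grew in another medium and has both genomes. An exchange of labels and a difference between the media or genotypes cannot be told apart, because no hybrid library in minimal glucose medium and no homozygous library in SD-CSM medium is among the samples.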
